# Clades of Photosynthetic Bacteria Belonging to the Genus *Rhodopseudomonas* Show Marked Diversity in Light-Harvesting Antenna Complex Gene Composition and Expression

**DOI:** 10.1128/mSystems.00006-15

**Published:** 2015-12-22

**Authors:** Kathryn R. Fixen, Yasuhiro Oda, Caroline S. Harwood

**Keywords:** transcriptomics, biotechnology, phototrophs

## Abstract

Many photosynthetic bacteria have peripheral light-harvesting (LH) antenna complexes that increase the efficiency of light energy capture. The purple nonsulfur photosynthetic bacterium *Rhodopseudomonas palustris* produces different types of LH complexes under high light intensities (LH2 complex) and low light intensities (LH3 and LH4 complexes). There are multiple *pucBA* operons that encode the α and β peptides that make up these complexes. However, low-resolution structures, amino acid similarities between the complexes, and a lack of transcription analysis have made it difficult to determine the contributions of different *pucBA* operons to the composition and function of different LH complexes. It was also unclear how much diversity of LH complexes exists in *R. palustris* and affiliated strains. To address this, we undertook an integrative genomics approach using 20 sequenced strains. Gene content analysis revealed that even closely related strains have differences in their *pucBA* gene content. Transcriptome analyses of the strains grown under high light and low light revealed that the patterns of expression of the *pucBA* operons varied among strains grown under the same conditions. We also found that one set of LH2 complex proteins compensated for the lack of an LH4 complex under low light intensities but not under extremely low light intensities, indicating that there is functional redundancy between some of the LH complexes under certain light intensities. The variation observed in LH gene composition and expression in *Rhodopseudomonas* strains likely reflects how they have evolved to adapt to light conditions in specific soil and water microenvironments.

**IMPORTANCE** *Rhodopseudomonas palustris* is a phototrophic purple nonsulfur bacterium that adapts its photosystem to allow growth at a range of light intensities. It does this by adjusting the amount and composition of peripheral light-harvesting (LH) antenna complexes that it synthesizes. *Rhodopseudomonas* strains are notable for containing numerous sets of light-harvesting genes. We determined the diversity of LH complexes and their transcript levels during growth under high and low light intensities in 20 sequenced genomes of strains related to the species *Rhodopseudomonas palustris*. The data obtained are a resource for investigators with interests as wide-ranging as the biophysics of photosynthesis, the ecology of phototrophic bacteria, and the use of photosynthetic bacteria for biotechnology applications.

## Abstract (precis)

*Rhodopseudomonas palustris* is a phototrophic purple nonsulfur bacterium that adapts its photosystem to allow growth at a range of light intensities. It does this by adjusting the amount and composition of peripheral light-harvesting (LH) antenna complexes that it synthesizes. *Rhodopseudomonas* strains are notable for containing numerous sets of light-harvesting genes. We determined the diversity of LH complexes and their transcript levels during growth under high and low light intensities in 20 sequenced genomes of strains related to the species *Rhodopseudomonas palustris*. The data obtained are a resource for investigators with interests as wide-ranging as the biophysics of photosynthesis, the ecology of phototrophic bacteria, and the use of photosynthetic bacteria for biotechnology applications.

## INTRODUCTION

Purple nonsulfur bacteria (PNSB) have served as models for studies of photosynthesis because they have much simpler systems of light energy conversion than do green plants or cyanobacteria. PNSB generate ATP by cyclic photophosphorylation in which electrons that have been energized by light leave a bacteriochlorophyll (Bchl)-containing reaction center, are cycled through a proton-pumping electron transport chain, and are then returned to the reaction center. This cyclic flow of electrons does not generate oxygen, and the process is not obligatorily linked to carbon dioxide fixation. Light-harvesting (LH) antenna complexes act in conjunction with reaction centers to increase the efficiency of light energy capture by PNSB.

Much of our knowledge about the structure and energy transfer events of LH complexes in PNSB has been obtained from work carried out with the species *Rhodopseudomonas palustris*. Most PNSB, including *R. palustris*, have peripheral LH complexes known as LH2 that are involved in capturing light and transferring that energy to the LH1 complex, which surrounds the reaction center to form a core photoconversion complex. Both types of LH complexes are circular oligomers of a protomer composed of hydrophobic polypeptides α and β that interact with the light-absorbing pigments bacteriochlorophyll (Bchl) and carotenoids (Car). The LH1 complex from *R. palustris* contains 15 pairs of the α and β peptides that bind one Car and two molecules of Bchl*a*, which are tightly coupled and absorb light maximally at a wavelength of 875 nm (1). The LH2 complex of *R. palustris* is a nonameric ring of α/β pairs that each bind one Car, one monomeric Bchl*a* molecule that absorbs light at a wavelength of 800 nm (B800), and two more tightly coupled Bchl*a* molecules that absorb light at 850 nm (B850) (2).

Genomes of strains related to *R. palustris* contain more genes encoding LH2-like complexes than any other PNSB sequenced to date, with one strain, BisA53, containing seven sets of LH2-like genes (3). These multiple gene sets allow *Rhodopseudomonas* strains to synthesize alternative LH2-like complexes called LH2′, LH3, and LH4 complexes. *R. palustris* adjusts the amount and composition of its LH complexes in response to changes in environmental conditions (4–8). This is most apparent when the photosynthetic membranes of cells grown under high light (HL) intensities (30 µmol photons/m^2^/s) are compared to those of cells grown under low light (LL) intensities (4 µmol photons/m^2^/s). Under HL, LH2 is the predominant peripheral LH complex in *Rhodopseudomonas* membranes, although BisA53 also makes an additional LH2 complex known as LH2′ that absorbs light at wavelengths of 800 nm and 840 nm (9). Under LL, some *Rhodopseudomonas* strains produce LH4, which maximally absorbs light at 800 nm (5, 9–11). BisA53 also makes an LH3 complex that absorbs 800-nm and 820-nm light (3, 9). The α and β peptides of different complexes have been shown to form a heterogeneous complex so that each LH complex ring contains a mixture of different α/β protein pairs under LL in *R. palustris*, and this is thought to prevent exciton trapping and backward energy transfer from LH1 for more efficient light harvesting (12, 13).

Since they contain so many sets of light-harvesting genes, *Rhodopseudomonas* strains provide a unique system to understand the extent to which a photosynthetic bacterium has evolved to adjust to fluctuations in light intensity. To address this opportunity, we undertook an integrative genomics approach using 16 sequenced *Rhodopseudomonas* strains that have ≥99% 16S rRNA sequence identity and greater than 97% average nucleotide identity (ANI) with *R. palustris* CGA009 (14) and thus represent closely related strains of a distinct clade of *Rhodopseudomonas* (Table 1; see also Table S1 in the supplemental material). It should be noted that these strains have an average ANI of 93.2% compared to strain ATCC 17001, the type strain of *R. palustris* (see Table S1). Four additional *Rhodopseudomonas* strains were also included in this study. One of the strains, DX-1, has an ANI of 90% compared to either strain CGA009 or strain ATCC 17001 and therefore forms its own clade. The genomes of the remaining three strains, BisB5, BisB18, and BisA53, have been previously described (3). These three strains share <98% identity in 16S rRNA sequence to *R. palustris* CGA009 and are quite different from each other. Here, we collectively refer to this cohort of 20 strains as members of the genus *Rhodopseudomonas*. We identified and compared the complements of light-harvesting genes in each genome and analyzed the transcriptomes of the 20 *Rhodopseudomonas* strains grown under HL and LL. We determined that even closely related *Rhodopseudomonas* strains have differences in LH gene content and expression, even under the same growth conditions. We also found that the LH2 complex could compensate for the lack of an LH4 complex under LL intensities but not under extremely LL (ELL) intensities. Taken together, these data likely reflect how *Rhodopseudomonas* strains have diversified to occupy specific microenvironments in terrestrial soil and water environments that have different levels of exposure to light.

**TABLE 1:** LH gene composition in closely related *Rhodopseudomonas* strains

*Rhodopseudomonas* strain	% 16S rRNA identity to CGA009	No. of *pucB* genes	No. of *pucA* genes encoding:					
			LH2A	LH2B	LH2E	LH3	LH4	LH2′
TIE-1	100	5	1	1	1	1	1	0
1a1	100	5	1	1	1	1	1	0
AP1	100	5	1	1	1	1	1	0
BIS3	100	5	1	1	1	1	1	0
DCP3	99.9	5	1	1	1	1	1	0
DSM126	100	5	1	1	1	1	1	0
KD1	99.9	5	1	1	1	1	1	0
NCIB8288	99.8	5	1	1	1	1	1	0
RCH350	99.9	5	1	1	1	1	1	0
RCH500	100	5	1	1	1	1	1	0
RSP24	100	5	1	1	1	1	1	0
CGA009	100	5	1	1	1	Pseudo^a^	1	0
0001L	100	5	1	1	1	Pseudo	1	0
ATCC 17007	100	5	1	1	1	Pseudo	1	0
CEA001	100	5	1	1	1	Pseudo	1	0
DX-1	99.4	3	1	1	1	0	0	0
DSM8283	100	3	1	1	1	0	0	0
BisB5	97.5	5	1	1	1	0	2	0
BisB18	97.3	4	1	1	0	2	0	0
BisA53	97.8	7	0	1	4	2	0	1

^a^ Pseudo, classified as a pseudogene.

10.1128/mSystems.00006-15.1 Table S1  Relative transcript levels for all LH genes and growth rates of 20 *Rhodopseudomonas* strains grown under high light intensity (30 µmol photons/m^2^/s) and low light intensity (4 µmol photons/m^2^/s) under nitrogen-fixing conditions. 

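Table S1 gives, for each LH gene of a strain, the mean transcript level in rpkm over the replicates of one light intensity, and for each strain its doubling time in hours at both intensities. For the 16 strains analysed here, the table lists 183 LH genes, which gives 366 values under HL and LL. The mean rpkm of the 2 replicates was computed from the values the authors deposited for the same locus and condition. Divided by the value in the table, this mean lay between 0.981 and 1.014, with a median of 1.00. The doubling times in the table are measurements of growth and were taken from it as the paper gives them.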

Download Table S1, XLSX file, 63 KB. Copyright © 2015 Fixen et al. 2015 Fixen et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

## RESULTS

### Inventory of genes encoding peripheral LH peptides in 20 *Rhodopseudomonas* strains.

By convention, LH genes are designated *pucBA*, with *pucA* encoding the α peptide and *pucB* encoding the β peptide of a light-harvesting complex monomer. The α peptides of the LH2-like complexes are 60 to 65 amino acids in length and can be distinguished based on the identities of two or three amino acids, which result in differences in Bchl binding and thus their light absorption properties. The β peptides are approximately 50 amino acids in length but are almost identical in their amino acid sequences, with greater than 90% identity. Thus, we used the amino acid sequences of the predicted α peptides to determine which types of LH complexes are encoded in each genome. As shown in Table 2, four different types of LH peptides, LH2, LH2′, LH3, and LH4, can be distinguished based on amino acid signatures (2, 9, 11, 15, 16). *Rhodopseudomonas* strains have multiple sets of LH2 genes, which we categorized as LH2A, LH2B, and LH2E based on their amino acid identities to LH2 genes in our reference strain CGA009 (see Table S1 in the supplemental material).

**TABLE 2:** Light-harvesting complexes produced by *Rhodopseudomonas*^a^

Light-harvesting antenna complex	Light absorption peak(s) (nm)	Amino acid(s) in the α peptide used for identification
LH2	800 and 850 nm	Y_44_, W_45_
LH2′	800 and 840 nm	Y_44_, M_45_
LH3	800 and 820 nm	F_44_, M_45_, or F_45_
LH4	800 nm	M_26_, F_44_, M_45_

^a^ Classification of LH complexes is taken from reference 9.

A compilation of the number and types of LH peptides encoded in the genomes of the 20 *Rhodopseudomonas* strains is shown in Table 1. 

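In the gene list of CGA009, RPA3010 lies between *pucBc* and the LH4 operon, is annotated as the *pucAc* pseudogene and is 200 bp long. Its transcript level in nitrogen-fixing medium was 451 ± 19.5 rpkm (SD, n = 2) under HL and 9812 ± 98.4 rpkm (SD, n = 2) under LL. For *pucBc* (RPA3009, 156 bp), which is intact, the levels were 4868 ± 502 rpkm (SD, n = 2) under HL and 130470 ± 12037 rpkm (SD, n = 2) under LL. Per read counted on *pucBc*, 0.119 reads were counted on the pseudogene under HL and 0.096 under LL.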

Our reference strain CGA009 has three operons encoding LH2 complexes (*pucBAa*, *pucBAb*, and *pucBAe*), one operon that encodes the LH4 complex (*pucBAd*), and one operon, *pucBAc*, which would encode an LH3 complex except that *pucAc* is a pseudogene due to a 2-bp insertion in the coding sequence. All locus numbers for each of the *pucBA* homologs from each strain are listed in Table S1 in the supplemental material. Of the *Rhodopseudomonas* strains that are most closely related to CGA009 (≥99.5% identity in 16S rRNA sequence), 11 strains had all three operons encoding LH2, one operon encoding LH4, and an intact operon encoding an LH3 complex, and this likely reflects the most prevalent combination of *pucBA* genes contained in *Rhodopseudomonas* strains closely related to CGA009 (Table 1). Three strains, 0001L, ATCC 17007, and CEA001, had exactly the same *pucBA* gene composition as CGA009, including the same 2-bp insertion in the coding sequencing of *pucAc* that renders it a pseudogene (Table 1). This suggests that this mutation is not simply a result of laboratory domestication but may have been passed from a shared ancestor of these four strains. Surprisingly, the genomes of two strains, DX-1 and DSM8283, had three operons encoding LH2 complexes but did not encode either an LH3 or LH4 complex (Table 1). These two strains are likely adapted to environments with higher light intensities and either did not undergo the same gene duplication event resulting in LH3/4 or lost the genes encoding LH3/4.

Table 1 also shows that *Rhodopseudomonas* strains that are not as closely related to CGA009 (<98% identity in 16S rRNA sequence) have a greater diversity in the number and type of LH peptides that they encode. BisA53 stands out as having the most LH complexes, and unlike the other strains, only 7 of its 8 *pucA* genes are found in tandem with a *pucB* gene (see Table S1 in the supplemental material).

### Evolutionary relationships among the peripheral LH complexes of 20 *Rhodopseudomonas* strains.

To gain insight into the evolutionary relationships among the LH complexes of different strains, we constructed phylogenetic trees from the *pucB* and *pucA* nucleotide sequences (Fig. 1 and 2). A study looking at the evolution of LH complexes in PNSB proposed that the phylogenetic tree of the β peptide most accurately reflects the genuine evolutionary relationships between the LH genes because the β peptides have a longer conserved sequence than the α peptides and the β tree closely matched the 16S rRNA gene tree (17). In agreement with this, the *pucB* tree for the 20 *Rhodopseudomonas* strains shows that the strains with almost 100% identity in their 16S rRNA sequence cluster together and strains with more divergent 16S rRNA sequences (DX-1, BisB5, BisB18, and BisA53) have more divergent *pucB* sequences (Fig. 1). In particular, the *pucB* sequences of BisA53 and BisB18 form two distinct clusters. This suggests that the LH genes from these strains are the result of gene duplications that occurred after BisB18 and BisA53 diverged from the other *Rhodopseudomonas* strains. This is in contrast to the αtree, where the BisB18 and BisA53 sequences are intermingled with the other strains and do not form distinct clusters (Fig. 2). From the *pucB* tree, there are two separate lineages of the LH genes, the *pucBa* lineage and the *pucBbcde* lineage. It appears that the BisB18 LH genes arose from a progenitor of the *pucBbcde* lineage and the BisA53 LH genes arose from a progenitor of the *pucBa* lineage.

**FIG 1:**
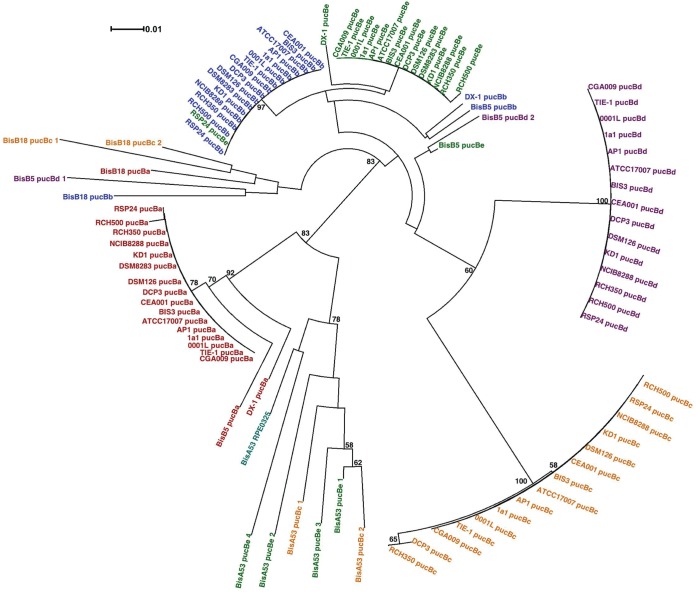
Evolutionary relationships among the β peptides of LH complexes from 20 *Rhodopseudomonas* strains. The phylogenetic tree of *pucB*, encoding the β peptide of LH complexes, is shown. Sequences are identified by the name of the strain from which they originated and color coded based on which LH β peptide complex they encode. The scale indicates the number of base substitutions per site. Bootstrap values are represented as percentages of 10,000 replicates, and only nodes with values of 50% or greater are shown. Details of phylogenetic analysis are discussed in Materials and Methods.

**FIG 2:**
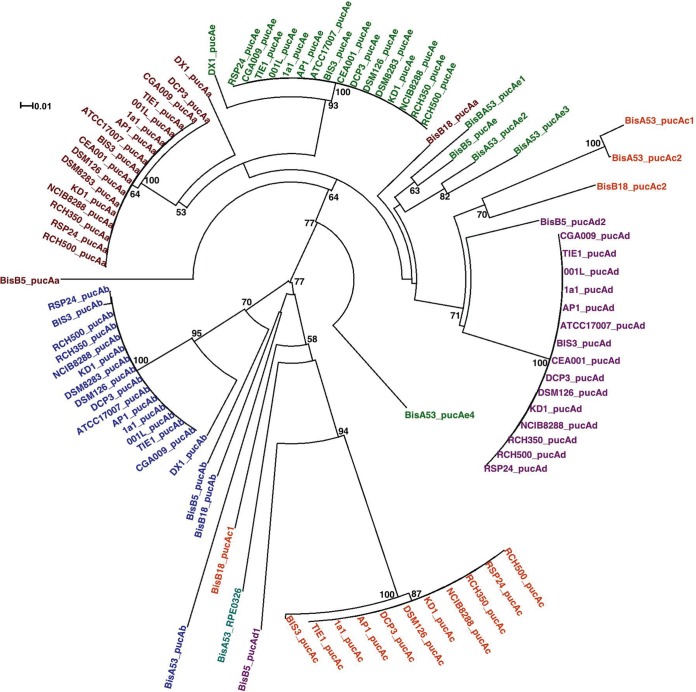
Evolutionary relationships among the α peptides of LH complexes from 20 *Rhodopseudomonas* strains. The phylogenetic tree of *pucA*, encoding the α peptide of LH complexes, is shown. Sequences are identified by the name of the strain from which they originated and color coded based on which LH α peptide complex they encode. The scale indicates the number of base substitutions per site. Bootstrap values are represented as percentages of 10,000 replicates, and only nodes with values of 50% or greater are shown. Details of phylogenetic analysis are discussed in Materials and Methods.

The *pucB* tree also suggests that *pucBbcde* arose from a gene duplication or gene transfer event (Fig. 1). There are multiple lines of evidence that support this. The *pucBb* and *pucBe* from CGA009 differ by only four nucleotides and are identical in their amino acid sequences. Also, the promoters for *pucBb*, *pucBe*, and *pucBd* show significant similarity in their regulatory elements (18). Finally, *pucBAe* and *pucBAd* have similar flanking genes in some *Rhodopseudomonas* strains, which suggests that a duplication or gene transfer event occurred (9).

As observed in reference 9, the *pucA* tree is divided into two distinct clades (Fig. 2). In one clade, *pucAb* and *pucAc* sequences, which encode α peptides with a polyproline/polyalanine C-terminal extension, cluster together, and *pucA* sequences that do not have the C-terminal extension cluster in the other clade. In *Rubrivivax gelatinosus*, the C-terminal extension appears to play a role in assembly of the LH2 complex (19).

### Transcription profiles of peripheral LH genes in 20 *Rhodopseudomonas* strains under HL and LL.

Three different proteomics studies looking at LH peptide composition under HL and LL have each reported different findings (10, 20, 21). These differences could be due to differences in the *Rhodopseudomonas* strain or growth conditions used in the study. To address these issues, we used transcriptome sequencing (RNA-seq) to measure the transcript levels of the LH genes in the 20 *Rhodopseudomonas* strains grown under the same HL and LL conditions. 

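For 16 of the 20 strains, 2 replicate libraries each under HL, under LL and in non-nitrogen-fixing PM medium were analysed here. The libraries of DX-1, BisB5, BisB18 and BisA53 are not analysed here. As the paper's methods describe, HL (30 µmol photons/m2/s) and LL (4 µmol photons/m2/s) cultures grew at 30°C in nitrogen-fixing medium with 20 mM acetate and 10 µM vanadium chloride. The light intensity of the PM cultures is not given in the sample labels or in the paper's text. According to the sample labels, complementary DNA was primed with a pool of primers selected against rRNA. Reads had been counted by the authors on the genes of each strain's own genome and on the stretches between genes. For every feature they deposited the read count, without normalization, and the rpkm, which divides the count by the length of the feature and by the uniquely mapped reads of the library. The methods refer to an earlier paper for the RNA-seq procedure, so the aligner and its settings are not known from the text. The reads counted on all features of a library ranged from 3719342 to 12322683 under HL (median 8560506) and from 3666240 to 11892834 under LL (median 7742445). In 14 strains, rRNA features held 27.7% to 56.8% of these reads, whereas in CGA009 and TIE-1 they held at most 0.5%. The deposited rpkm leaves rRNA reads out of this divisor: in these 14 strains, reads outside rRNA features came to 0.948 to 1.01 times the divisor that the rpkm and the count imply. The features of rRNA were left out here before any test. Reads on the remaining genes numbered 2179424 to 5334460 per HL library and 2335427 to 4818732 per LL library. LH genes held 9.21% to 22.4% of the gene reads under HL (median 15.1%) and 18.8% to 40.9% under LL (median 29.2%). Differences between LL and HL within a strain were tested with edgeR's quasi-likelihood test on the counts after TMM normalization. The 6 libraries of a strain entered one fit, genes needed at least 10 reads in at least 2 of these libraries, and p values were adjusted with the Benjamini-Hochberg method within the strain. Between 4728 and 5658 genes per strain were tested. Statements about strains rest on permutation tests, in most cases with one value per strain, the log2 of the mean rpkm plus 1. The test of strain-to-strain variation used both libraries of a strain, the correlation with doubling time used rpkm itself, and the comparison of the regulator gene beside *pucBd* used edgeR's log2 fold changes. At an adjusted p of 0.05, 1102 of the 4728 genes tested in CGA009 differed between LL and HL, 557 higher and 545 lower in LL. Over the 16 strains the number of genes that differed ranged from 36 in DSM8283 to 2457 in KD1, with a median of 813. The alternative that moved this median most was limma on log2(rpkm + 1), which gave 1412.5 genes. Strains with a larger spread between replicates had fewer such genes (Spearman's rho -0.69 with edgeR's common dispersion, permutation p = 0.00358, adjusted p = 0.00716 over 2 relations; Pearson's r of the log10 values -0.75, permutation p = 0.00047). Without DSM8283 and NCIB8288, which lay farthest from the median dispersion, rho was -0.54 over 14 strains (permutation p = 0.046). The edgeR test itself uses the dispersion estimated from these libraries, so a negative relation was partly fixed in advance. CGA009 and TIE-1, whose files hold almost no rRNA reads, are too few for the relation to be computed among them alone.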

The LH genes are the most highly expressed genes in the genomes of each of the strains under both HL and LL conditions. 

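The gene with the highest mean rpkm was an LH gene in 16 of 16 strains under HL and in 16 of 16 under LL. Under HL it was the LH2A β gene in all strains except BIS3, where the LH1 β gene was highest at 145638 rpkm. Under LL it was the LH2A β gene except in CGA009, where *pucBd* (RPA3013), the LH4 β gene, was highest at 253363 ± 13062 rpkm (SD, n = 2). Among the 10 genes with the highest rpkm of a strain, 3 to 5 were LH genes under HL (median 4.5) and 5 to 7 under LL (median 6). Genes outside the LH genes ranked among them in every strain. The number of LH genes above every other gene was 2 or 3 under HL and 3 to 6 under LL. In CGA009, RPA3103, a hypothetical protein, reached 98117 rpkm under HL and 62060 rpkm under LL. The next highest genes of CGA009 outside the LH genes were *fer1* (RPA4631), a ferredoxin gene, and RPA3675, a Flp/Fap pilin component. From HL to LL, *fer1* changed by a log2 fold change of -1.16 (standard error 0.18, adjusted p = 0.000545) and RPA3675 by 0.66 (standard error 0.19, adjusted p = 0.0227), both from edgeR. With features that encode RNA left out, the median number of LH genes among the 10 highest was 6 under HL and 7 under LL, the largest shift among the alternatives tried.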

While the majority of genes in cells grown under HL and LL have relative transcript levels of between 50 and 250 rpkm (reads per kilobase per million uniquely mapped reads), the LH genes can have relative transcript levels upwards of 200,000 (Table 3). It is unclear if these high transcript levels are due to high levels of transcription *per se* or to a high level of stability of the mRNA transcripts, but certainly the LH proteins are very abundant in cells.

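In CGA009, 34.1% of the genes lay between 50 and 250 rpkm under HL and 29.2% under LL, as means of the 2 replicates. Genes below 50 rpkm made up 53.1% under HL and 59.3% under LL. Over the 16 strains, the median share of genes between 50 and 250 rpkm was 32.7% under HL and 27.0% under LL, and genes below this range made up 48.7% to 60.0% under HL and 58.1% to 71.4% under LL. When rpkm was rescaled to the reads on genes other than LH genes, which moved these shares most, the medians were 39.3% under HL and 36.8% under LL. The highest LH genes of CGA009 were *pucBa* (RPA2654) under HL, at 353668 ± 28490 rpkm (SD, n = 2), and *pucBd* (RPA3013) under LL, at 253363 ± 13062 rpkm (SD, n = 2). The next under LL were *pucBa* at 190388 ± 40694 rpkm (SD, n = 2), *pufB* (RPA1525) at 158251 ± 1679 rpkm (SD, n = 2) and *pucBc* (RPA3009) at 130470 ± 12037 rpkm (SD, n = 2). The difference between *pucBd* and *pucBa* under LL was larger than the spread between replicates of either gene. For comparison, *dnaA* (RPA0001) stood at 116 ± 9.4 rpkm (SD, n = 2) under HL and 92.9 ± 10.4 rpkm (SD, n = 2) under LL. The paper's values for *dnaA* are higher, at 307 rpkm under HL and 290 rpkm under LL. Its range of 50 to 250 rpkm may therefore be on another scale than the shares given here.

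**Figure D1:**
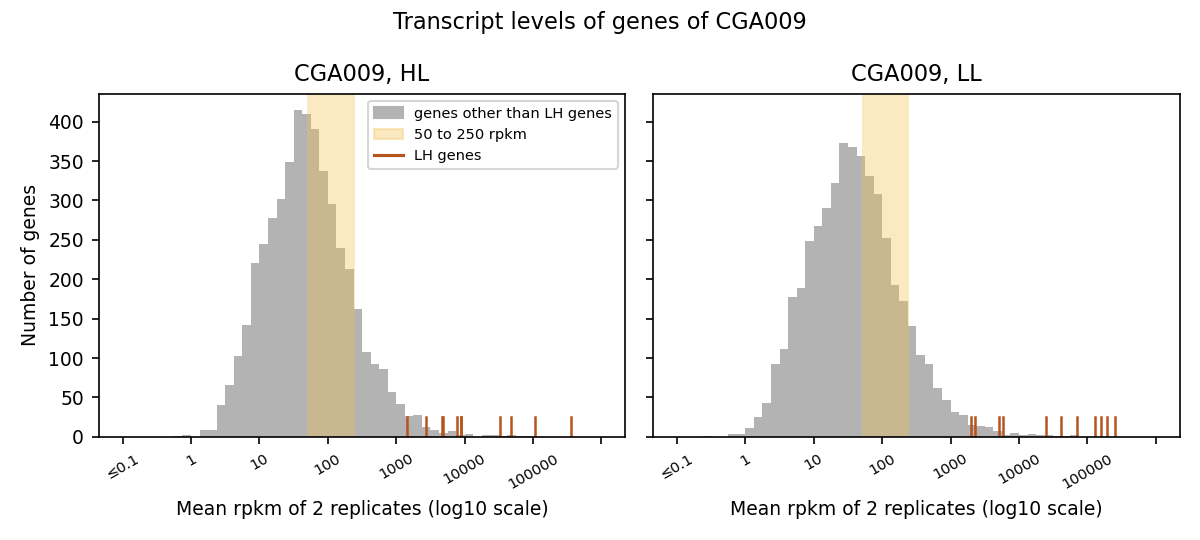
Number of genes of CGA009 by mean rpkm of 2 replicates (log10 axis) under HL and LL, for the 4728 genes tested. Grey bars are genes other than LH genes, the shaded band spans 50 to 250 rpkm, and vertical lines mark the 11 LH genes, which lie above the band at both light intensities.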

**TABLE 3:** Comparison of relative transcript levels of LH genes to those of other photosynthesis and housekeeping genes in *R. palustris* CGA009

Gene (locus no.)^a^	Product	Relative transcript levels (mean rpkm^b^)	
		Low light	High light
*pucBc* (RPA3009)	LH3 beta chain C	279,889	5,819
*pucBa* (RPA2654)	LH2 beta chain A	215,767	346,456
*pufB* (RPA1525)	LH1 beta chain	203,410	129,965
*pucBd* (RPA3013)	LH4 beta chain D	156,693	2,996
*pufA* (RPA1526)	LH1 alpha chain	85,516	49,070
*pucAd* (RPA3012)	LH4 alpha chain D	32,046	656
*pucAa* (RPA2653)	LH2 alpha chain A	24,466	38,019
*pufM* (RPA1528)	Reaction center M protein	4,158	1,962
*pucAe* (RPA1492)	LH2 alpha chain E	2,332	4,125
*pucAb* (RPA4292)	LH2 alpha chain B	2,207	2,891
*pucBe* (RPA1491)	LH2 beta chain E	1,662	2,445
*pucBb* (RPA4291)	LH2 beta chain B	1,033	1,389
*dnaA* (RPA0001)	Chromosome replication initiation protein	290	307
*rpoD* (RPA1288)	RNA polymerase sigma 70 subunit	277	310

^a^ All locus numbers refer to the *R. palustris* CGA009 locus number.

^b^ rpkm, reads per kilobase per million uniquely mapped reads.

Since the α peptide determines the type of LH complex produced, we focused on analyzing the expression levels of the *pucA* genes in each of the 20 *Rhodopseudomonas* strains. Transcript levels of the *pucB* gene under HL and LL can be found in Table S1 in the supplemental material. We observed marked strain-to-strain variations in the expression levels of *pucA* genes (Fig. 3), but several trends are apparent. 

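Strain-to-strain variation of each class of *pucA* gene was set against the spread between replicates, separately under HL and LL, in a permutation test of log2(rpkm + 1) with strain labels permuted over libraries. In 10 of 10 combinations of gene class and light intensity the ratio of the mean square between strains to that within strains was larger than chance (Benjamini-Hochberg adjusted over the 10 tests). The largest ratio was 1037, for LH4 genes under LL (adjusted permutation p = 2e-05), where *pucAd* ranged from 9.0 rpkm in DCP3 to 41633 rpkm in CGA009 over 15 strains. For LH3 genes under LL the ratio was 809 (adjusted permutation p = 2e-05), with *pucAc* between 28.3 rpkm in DCP3 and 18123 rpkm in RSP24 over 11 strains. Under LL, the LH2A α gene ranged from 11958 rpkm in BIS3 to 88402 rpkm in DSM8283 over 16 strains, 7.39 times as high. The smallest ratio, 2.7, was that of LH2B genes under HL, which ranged from 4396 to 11558 rpkm over 15 strains (adjusted permutation p = 0.0337). With rpkm rescaled to genes other than LH genes, this ratio was 2.2 and no longer passed the threshold (adjusted permutation p = 0.07). The ratio of the α to the β gene of LH4 followed the order in which a strain's gene list gives the operon. Whether the level of a single gene followed this order was not tested. The LL levels of *pucAc* did separate by it, not counting BIS3 and DCP3. They were 864 to 3661 rpkm in the 5 strains that list *pucBc* first and 13756 to 18123 rpkm in the other 4. The ranges of *pucBc* overlapped, at 18696 to 58017 and 38837 to 44776 rpkm. Variation of *pucAc* between these strains therefore cannot be told apart from an effect of listing order. Under LL, the rpkm of *pucAd* divided by that of *pucBd* was 0.139 to 0.199 in the 7 strains that list *pucAd* before *pucBd* and 0.063 to 0.094 in the 6 strains that list it after, not counting BIS3 and DCP3 (exact permutation test, p = 0.00058, adjusted p = 0.00193 over 10 comparisons).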

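Under HL, the transcript level of *pucAc* was between 14.5 and 80.4 rpkm in the 11 strains with an intact *pucAc*, with a median of 35.7 rpkm. For *pucAd* the range over 15 strains was 3.9 to 1429 rpkm, with a median of 151 rpkm. In 10 of these 15 strains, *pucAd* was below 250 rpkm under HL, and in 5 it was below 50 rpkm. The highest levels under HL were those of CGA009, at 1429 ± 199 rpkm (SD, n = 2), and CEA001, at 780 ± 62.4 rpkm (SD, n = 2). By comparison, the LH2A α gene had a median of 25807 rpkm over 16 strains under HL. Rescaling rpkm to the reads on genes other than LH genes raised the median of *pucAd* to 245 rpkm and that of *pucAc* to 57.8 rpkm.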

As expected, very little expression of the *pucA* genes encoding the α peptide of the LH3 and LH4 complexes was observed in cells grown in high light (Fig. 3a). Of the three LH2 genes, the genes encoding the LH2A complex tended to be the most highly expressed LH2-encoding genes under both HL and LL (Fig. 3), suggesting that the LH2A complex may predominate in photosynthetic membranes. 

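The LH2A α gene had the highest transcript level of the LH2 α genes in 15 of 16 strains under HL and in 15 of 16 under LL. No LH2B α gene of CEA001 was among the LH genes analysed here, so LH2A was compared with LH2E alone in that strain. Under HL, the median over strains was 25807 rpkm for LH2A (range 5646 to 62770), 5968 rpkm for LH2B (range 4396 to 11558, 15 strains) and 3678 rpkm for LH2E (range 2107 to 10460). Under LL, the medians were 27957 rpkm for LH2A, 9343 rpkm for LH2B and 5988 rpkm for LH2E. The log2 ratio of LH2A to the higher of the other LH2 α genes had a mean of 1.95 over the 16 strains under HL (two-sided sign-flip permutation test, p = 6.1e-05) and 1.84 under LL (p = 6.1e-05 from the same permutation test). The exception was BIS3. There LH2B stood at 11558 ± 3512 rpkm (SD, n = 2) against 5646 ± 910 rpkm (SD, n = 2) for LH2A under HL. Under LL, LH2B stood at 12952 ± 2255 rpkm (SD, n = 2) and LH2A at 11958 ± 2409 rpkm (SD, n = 2), a difference within the spread between replicates. With the β genes in place of the α genes, which moved the ratio most, LH2A was highest in 16 of 16 strains and the mean log2 ratio was 5.07 under HL and 5.06 under LL.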

BisB5 and DX-1, two strains that are among the most divergent of the strains that we tested, showed much higher levels of expression of the genes encoding the LH2E and LH2B complexes compared to the LH2A complex.

**FIG 3:**
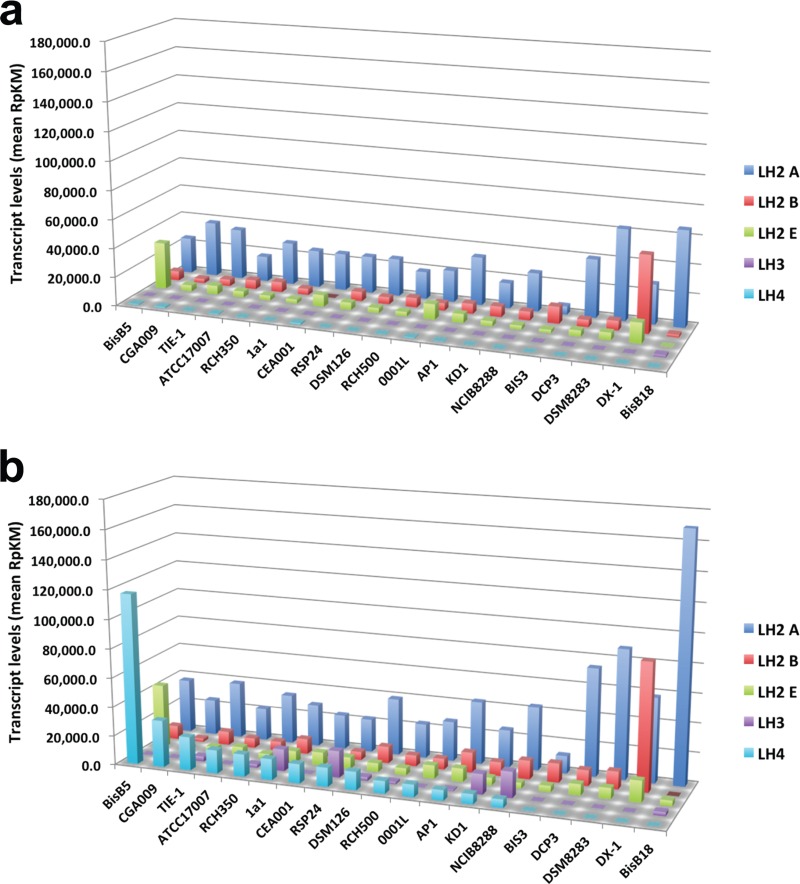
Transcript levels of LH genes in *Rhodopseudomonas* strains under HL and LL intensity. The relative transcript levels measured as reads per kilobase per million uniquely mapped reads (rpkm) are shown for all *pucA* genes in each strain grown under HL intensity (a) or LL intensity (b). All *pucA* genes were classified as LH2A, LH2B, LH2E, LH3, or LH4 based on the type of LH complex that they encode. BisA53 was not included because its genes encode a large number of LH complexes, including a unique LH complex not found in the other strains. The transcript levels for all BisA53 *pucA* genes can be found in Table S1 in the supplemental material.

Previous studies with BisA53 and CGA009 have shown that LH3 and LH4 complexes are synthesized under LL intensity. Consistent with this, we saw an increase in transcription of *pucAd*, which encodes the α peptide of LH4, in most strains (Fig. 3b). 

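The transcript level of *pucAd* was higher under LL than under HL in all 15 strains that encode LH4 and were analysed here, and in 13 of them the adjusted p from edgeR was under 0.05. In these 13 strains the log2 fold change ranged from 4.65 in CEA001 to 10.28 in 1a1, with a median of 7.04, and the largest adjusted p was 0.00115. In CGA009, *pucAd* (RPA3012, 180 bp) rose from 1429 ± 199 rpkm (SD, n = 2) under HL to 41633 ± 1903 rpkm (SD, n = 2) under LL, a log2 fold change of 5.19 (standard error 0.22, adjusted p = 6.19e-09 from edgeR). The gene beside it, *pucBd* (RPA3013, 156 bp), rose from 8706 ± 1613 rpkm (SD, n = 2) to 253363 ± 13062 rpkm (SD, n = 2), also a log2 fold change of 5.19 (standard error 0.28, adjusted p = 3.76e-08 from edgeR). These were the largest rises among the genes of CGA009 that changed the same way in both replicates, followed by *pucBc* (RPA3009) with a log2 fold change of 5.06 (standard error 0.26, adjusted p = 2.13e-08). In 1a1, *pucAd* rose from 16.0 ± 2.2 rpkm (SD, n = 2), on 14 and 12 reads, to 14266 ± 1047 rpkm (SD, n = 2). With one value per strain, the mean log2 ratio of LL to HL was 5.72 (two-sided sign-flip permutation test over 15 strains, p = 6.1e-05, the smallest this test can give). Rescaling rpkm to the reads on genes other than LH genes gave a mean of 6.01, and counting CGA009 and its closest relatives 0001L, ATCC17007 and CEA001 as one strain gave 6.00 (two-sided sign-flip permutation test over 12 strains, p = 0.00049). The strains whose adjusted p was 0.05 or more were BIS3, with a log2 fold change of 0.87 (standard error 0.37, adjusted p = 0.119), and DCP3, with 1.88 (standard error 0.48, adjusted p = 0.0513). With limma on log2(rpkm + 1), 14 strains passed the threshold, DCP3 among them.

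**Figure D2:**
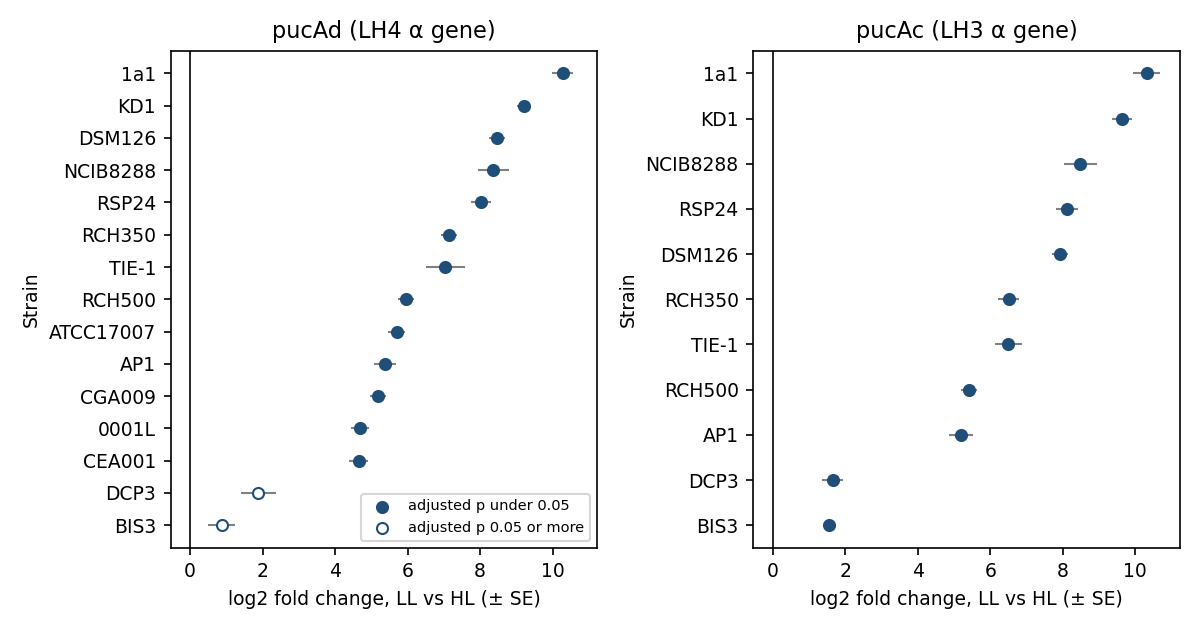
Log2 fold change of *pucAd* (15 strains) and *pucAc* (11 strains) between LL and HL from edgeR, with bars of 1 standard error, from 2 replicates per condition. Filled points have an adjusted p under 0.05, and open points, BIS3 at 0.87 and DCP3 at 1.88 for *pucAd*, do not.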

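The gene list of DSM8283 holds 5626 genes, of which Table S1 names 8 as LH genes, encoding LH1, LH2A, LH2B and LH2E. No feature on it is annotated as an LH3 or LH4 gene, so *pucAd* has no value in this strain. Its libraries gave the fewest genes that differed between LL and HL, 36 at an adjusted p of 0.05 and 849 at an unadjusted p of 0.05, and the largest common dispersion of the 16 strains, 0.0784.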

Exceptions were DX-1 and DSM8283, which do not encode LH4, and BisB18, which has a dysfunctional LH4 regulatory pathway due to an incomplete *bphP2* regulatory gene. 

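In BIS3, *pucAd* (RPBIS3_02451) stood at 19.8 ± 8.6 rpkm (SD, n = 2) under HL and 30.4 ± 5.3 rpkm (SD, n = 2) under LL. These values rest on 9 and 20 reads in the HL libraries and on 27 and 19 reads in the LL libraries. In DCP3, *pucAd* (RPDCP3_01239) stood at 3.9 ± 0.15 rpkm (SD, n = 2) under HL and 9.0 ± 2.7 rpkm (SD, n = 2) under LL, from 5 reads in each HL library and 16 and 10 reads in the LL libraries. The other 13 strains with LH4 genes had 5631 to 41633 rpkm of *pucAd* under LL. The β gene *pucBd* was also low under LL, at 303 ± 13.8 rpkm (SD, n = 2) in BIS3 and 140 ± 2.7 rpkm (SD, n = 2) in DCP3. Rescaling to the reads on genes other than LH genes changed the LL level of *pucAd* to 55.2 rpkm in BIS3 and 24.8 rpkm in DCP3.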

Surprisingly, BIS3 and DCP3 encode an LH4 but exhibited almost no expression of this operon under LL intensity (Fig. 3b; see Table S1 in the supplemental material). To verify that these strains did not synthesize the LH4 complex, the absorption spectrum of intact cells for each of these strains was determined. As shown in Fig. 4a, the absorption spectra of BIS3 and DCP3 did not show synthesis of the LH4 complex, and their spectra looked similar to that of DSM8283, which does not encode the LH4 operon. Both strains appear to have an intact set of LH4 regulatory genes.

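In CGA009, the gene list gives RPA3014, a two-component regulator gene of the LuxR family (708 bp), beside *pucBd*, and after it the bacteriophytochrome genes *phyB1* (RPA3015, 2277 bp) and *phyB2* (RPA3016, 2328 bp). BIS3 and DCP3 list a response regulator gene of 708 bp and a bacteriophytochrome gene of 2277 bp in the same places. The next place holds a bacteriophytochrome gene of 2328 bp in BIS3, whereas DCP3 lists 3 features with this annotation there, of 252, 1533 and 219 bp. A shorter feature in this place was also common among the strains that express LH4: 3 of these 13 strains list 2328 bp and 10 list 507 to 2067 bp, and NCIB8288, for example, lists features of 621, 1326 and 288 bp. Gene sequences are not part of the files used here, so whether such features are one gene was not tested. Transcripts of the regulator gene beside *pucBd* rose in LL in the 13 strains that express LH4. Its log2 fold change from edgeR ranged from 1.38 in CGA009 to 4.61 in KD1, with a median of 3.38, and passed an adjusted p of 0.05 in 12 of these 13 strains. The exception was AP1, with a log2 fold change of 1.48 (standard error 0.59, adjusted p = 0.258). In BIS3 the gene stood at 165 ± 19.9 rpkm (SD, n = 2) under HL and 128 ± 9.6 rpkm (SD, n = 2) under LL, a log2 fold change of -0.09 (standard error 0.13, adjusted p = 0.679). In DCP3 it stood at 35.1 ± 27.4 rpkm (SD, n = 2) under HL and 23.6 ± 5.0 rpkm (SD, n = 2) under LL, with a log2 fold change of 0.09 (standard error 0.55, adjusted p = 0.926). The log2 fold changes of BIS3 and DCP3 were below those of all 13 other strains (two-sided exact permutation test, p = 0.00952, the smallest that 2 strains against 13 allow). In the 13 strains the rise of this gene in rpkm was 0.027% to 0.466% of that of *pucBd* beside it, with a median of 0.174%. Reads running over from *pucBd* were not excluded.

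**Figure D3:**
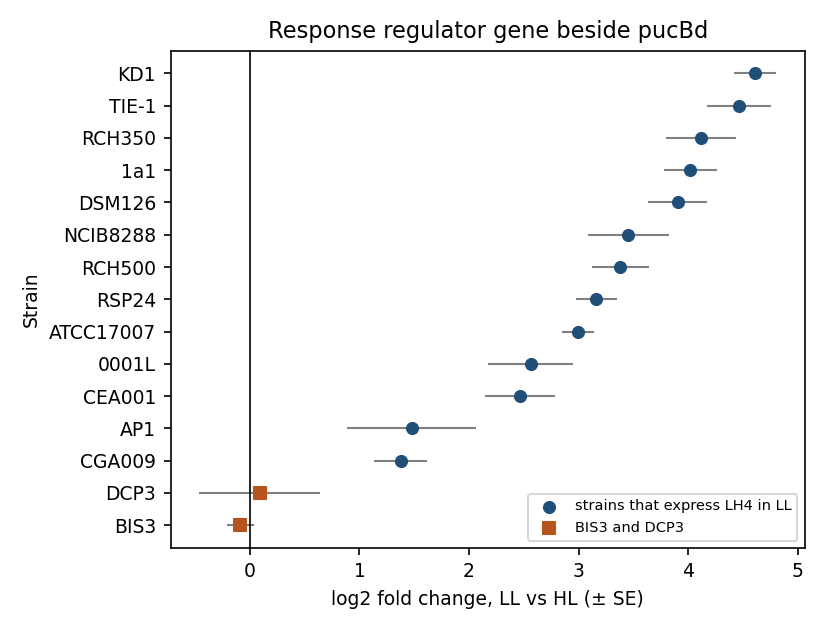
Log2 fold change between LL and HL, from edgeR, of the response regulator gene beside *pucBd* in 15 strains, with bars of 1 standard error, from 2 replicates per condition. Circles, between 1.38 and 4.61, are the 13 strains that express LH4 in LL, and squares near 0 are BIS3 and DCP3.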

**FIG 4:**
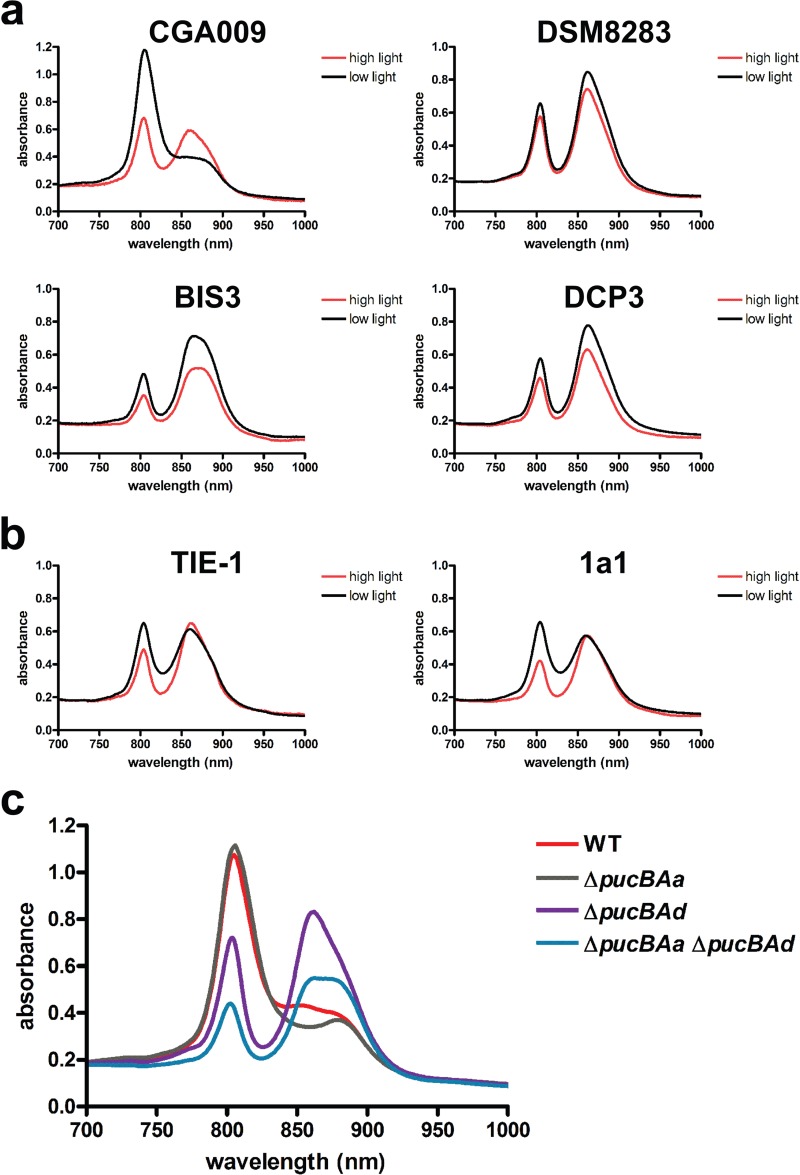
Absorbance spectra of intact *Rhodopseudomonas* cells to detect LH complexes. Absorption spectra of intact cells allow detection of LH2 (absorbance, ~800 and 860 nm), LH3 (absorbance, ~800 and 820 nm), and LH4 (absorbance, ~800 nm) complexes. (a) Absorption spectra of intact *R. palustris* CGA009 and *Rhodopseudomonas* strains that do not encode an LH3 or LH4 complex (DSM8283) or do not express genes encoding LH3 or LH4 (BIS3 and DCP3) under LL. (b) Absorption spectra of *Rhodopseudomonas* strains that encode and express the LH3 complex. (c) Absorption spectra of wild-type *R. palustris* CGA009 or *R. palustris* CGA009 with in-frame deletions of *pucBAa* (Δ*pucBAa*), *pucBAd* (Δ*pucBAd*), or both *pucBAa* and *pucBAd* (Δ*pucBAa* Δ*pucBAd*) grown under LL.

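All 11 strains with an intact *pucAc* that were analysed here had higher *pucAc* transcript levels under LL than under HL, each with an adjusted p under 0.05 from edgeR. The log2 fold change ranged from 1.56 in BIS3 to 10.32 in 1a1, with a median of 6.51. In TIE-1, *pucAc* (Rpal_3419) rose from 61.9 ± 17.1 rpkm (SD, n = 2) to 3661 ± 654 rpkm (SD, n = 2), a log2 fold change of 6.50 (standard error 0.38, adjusted p = 0.000747 from edgeR). In 1a1, *pucAc* (RP1a1_02409) rose from 16.2 ± 3.5 rpkm (SD, n = 2) to 14891 ± 2692 rpkm (SD, n = 2), a log2 fold change of 10.32 (standard error 0.37, adjusted p = 6.92e-07 from edgeR). The smallest LL levels were those of DCP3, at 28.3 ± 0.17 rpkm (SD, n = 2), and BIS3, at 137 ± 3.1 rpkm (SD, n = 2), against 864 to 18123 rpkm in the other 9 strains. Over the 11 strains the mean log2 ratio of LL to HL was 5.99 (two-sided sign-flip permutation test, p = 0.00098, the smallest this test can give). With LL and HL libraries alone in the fit, 10 of the 11 strains passed the threshold. Under LL, the rpkm of *pucAc* divided by that of *pucBc* was 0.344 to 0.417 in the 4 strains that list *pucAc* before *pucBc* and 0.046 to 0.066 in the 5 strains that list it after, not counting BIS3 and DCP3 (exact permutation test, p = 0.00794, adjusted p = 0.0159 over 10 comparisons).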

A number of strains also showed an increase in expression of *pucAc*, which encodes the α peptide of LH3 when grown in LL (see Table S1 in the supplemental material). To determine if these strains exhibit absorption at 800 nm and 820 nm, which is characteristic of the LH3 complex, the absorption spectra of two strains, TIE-1 and 1a1, were determined. As shown in Fig. 4b, there was no clear peak of absorption at 820 nm. It is possible that the absorption peak at 800 nm hides the peak at 820 nm. It is also possible that the classification used to determine operons that encode an LH3 complex does not hold true in all cases.

### Redundancy between the LH complexes.

From energy transfer studies, it is clear that the LH4 complex is important for efficient light harvesting under LL intensities (12). From this work, we expected that there would be a correlation between the growth rate of these strains and LH4 gene expression under LL intensity. Surprisingly, there was no correlation between doubling time and LH4 gene expression under LL intensity (see Table S1 in the supplemental material). 

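The mean LL transcript level of *pucAd* was set against the LL doubling time of Table S1 over the 13 strains that encode LH4 and express it, leaving out BIS3 and DCP3, which the paper describes as not expressing it. Transcript levels ranged from 5631 to 41633 rpkm and doubling times from 7.6 to 14.2 h. For CGA009, Table S1 gives 10.7 h, whereas the paper's table of *pucBA* mutants gives a longer LL doubling time for the wild type. The correlation was not computed with that longer time. Pearson's r was 0.36 (two-sided permutation test, p = 0.157, adjusted p = 0.157 over these 2 relations) and Spearman's rho was 0.53 (permutation p = 0.0658, adjusted p = 0.132). Without CGA009 and TIE-1, which are farthest from the median transcript level and also the strains whose files hold almost no rRNA reads, r was 0.50 over 11 strains (permutation p = 0.0746). Within the 6 strains that list *pucBd* before *pucAd* r was 0.09 (exact permutation test, p = 0.872), and within the 7 strains that list it after it was 0.34 (exact permutation test, p = 0.407), a split made after seeing the data. The alternative that moved r most counted CGA009, 0001L, ATCC17007 and CEA001 as one strain, with CGA009 kept. It gave r = 0.74 over 10 strains (permutation p = 0.0259), so that a higher transcript level went with a longer doubling time. Of these 10, CGA009 had both the highest transcript level, 41633 rpkm, and the longest doubling time, 10.7 h. ATCC17007, at 14.2 h, was left out. The value of r without CGA009 was not computed, so no conclusion is drawn from this alternative. With *pucBd* in place of *pucAd*, r was 0.26 (permutation p = 0.347). The mean LL doubling time of BIS3, DCP3 and DSM8283, the strains without LH4 expression that were analysed here, was 10.3 ± 2.7 h (SD, n = 3 strains), against 9.15 ± 1.75 h (SD, n = 13) in the other strains. The difference of 1.19 h did not pass an exact permutation test (two-sided, p = 0.375).

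**Figure D4:**
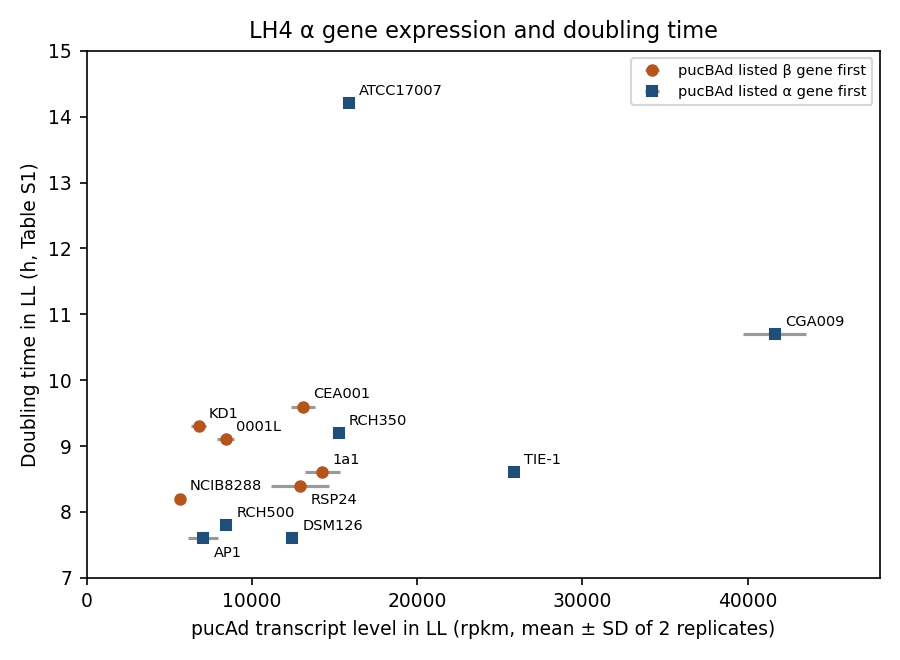
Doubling time in LL from Table S1 (h) against the LL transcript level of *pucAd* (mean rpkm of 2 replicates, bars of 1 SD) in 13 strains. Circles are strains that list *pucBd* before *pucAd* and squares those that list it after; CGA009 is highest in rpkm, at 41633, and ATCC17007 has the longest doubling time, 14.2 h.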

One possibility was that the other LH complexes compensate for a lack of LH4 synthesis. Consistent with this, strains that had no LH4 gene expression tended to have increased expression of the LH2A genes (Fig. 3b). 

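Of the strains that the paper describes as lacking LH4 expression, BIS3, DCP3 and DSM8283 were analysed here. Under LL, the LH2A α gene was highest of all 16 strains in DSM8283, at 88402 ± 299 rpkm (SD, n = 2), and next in DCP3, at 73806 ± 2287 rpkm (SD, n = 2). In BIS3 it was the lowest of the 16 strains, at 11958 ± 2409 rpkm (SD, n = 2). The 13 strains that express LH4 ranged from 22168 to 43409 rpkm. DSM8283 and DCP3 list the LH2A operon in the same order and BIS3 the other way, so their ranks within each order follow from those over all strains. The other strains with the order of DSM8283 and DCP3 ranged from 25163 to 43409 rpkm. Those with the order of BIS3 ranged from 22168 to 25413 rpkm. The difference in mean log2(rpkm + 1) between the 3 strains and the other 13 was 0.55 (two-sided exact permutation test, p = 0.23). On the linear rpkm scale the difference was 28059 rpkm (two-sided exact permutation test, p = 0.0268), and without BIS3 it was 1.47 on the log2 scale (two-sided exact permutation test, p = 0.00952, the smallest that 2 strains against 13 allow). BIS3 is the strain with the lowest LL level, so leaving it out could only enlarge the difference. No conclusion is drawn from the value without BIS3. For the LH2A β gene, the log2 difference between the 3 strains and the other 13 was 0.26 (two-sided exact permutation test, p = 0.475). DCP3 was highest in LH2A β at 1090084 rpkm, and CGA009, at 190388 rpkm, was lowest. From HL to LL, the LH2A α gene rose from 5646 to 11958 rpkm in BIS3, which was lowest at both intensities. It also rose from 40251 to 73806 rpkm in DCP3 and from 62770 to 88402 rpkm in DSM8283. Among the other 13 strains it rose in some, such as NCIB8288 (26485 to 43409 rpkm). In others it fell, such as CGA009 (32708 to 25163 rpkm). This change was not compared between the groups. Having found no relation between doubling time and LH4 gene expression, the paper proposes as one possibility that the other LH complexes compensate for a lack of LH4. It sets the LH2A expression of strains without LH4 expression beside this possibility and then tests it with deletion mutants.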

To test this possibility, we constructed in-frame deletions in the LH2A operon (Δ*pucBAa*), the LH4 operon (Δ*pucBAd*), or in both operons (Δ*pucBAa* Δ*pucBAd*) in strain CGA009 and measured the growth rates of the mutants under HL and LL. To verify that these deletions affect LH complex synthesis under LL, the absorption spectra of intact cells were determined. As expected when grown under LL, the Δ*pucBAd* strain was unable to produce any LH4 (Fig. 4c). Cells that were unable to produce the LH2A complex (Δ*pucBAa*) showed a slight decrease in absorbance at 860 nm when grown under LL, and cells that were unable to produce either the LH2A or LH4 complex (Δ*pucBAa* Δ*pucBAd*) showed the greatest decrease in absorption and produced the smallest amount of LH complex under LL (Fig. 4c). As shown in Table 4, the LH4 mutant grew at about the same rate as the wild-type parent. However, the double mutant that had deletions in both the LH2A and LH4 genes grew more slowly under LL conditions. This indicates that at low light, the LH2A complex can compensate for a lack of LH4. When we dropped to extremely LL (ELL) intensities (<1 µmol photons/m^2^/s), the LH4 mutant grew more slowly than both the wild type and the LH2A mutant (Table 4), indicating that the LH4 complex is required under ELL conditions.

**TABLE 4:** Effect of light intensity on growth of *R. palustris* CGA009 wild type and *pucBA* mutants

Genotype/phenotype	Doubling time (h)^a^		
	High light (30 µmol photons/m^2^/s)	Low light (4 µmol photons/m^2^/s)	Extremely low light (<1 µmol photons/m^2^/s)
Wild type	10 (0.4)	20 (3)	185 (4)
Δ*pucBAa/*ΔLH2A	10 (0.5)	20 (2)	195 (3)
Δ*pucBAd/*ΔLH4	10 (0.3)	22 (2)	275 (26)
Δ*pucBAa* Δ*pucBAd/*ΔLH2A LH4	10 (0.3)	29 (5)	365 (43)

^a^ All doubling times are the averages from three independent experiments and are shown in hours (standard deviation).

## DISCUSSION

Our results suggest that flexibility in peripheral light harvesting is important for the success of *R. palustris* and related bacteria in the terrestrial soil and water habitats in which they thrive. The 20 strains analyzed here have between three and eight sets of genes to accomplish light harvesting, and most of these were expressed under the two conditions, high light and low light, that we tested. Given the high sequence identities of these small gene sets, one can speculate that gene duplication events were an important driver for diversification of light-harvesting genes. Other species of PNSB have much less diversity of LH gene inventory. One species, *Rhodospirillum rubrum*, has no peripheral LH gene sets, and another, *Rhodobacter sphaeroides*, has just two.

It is also apparent from this work that some functional redundancy exists between the LH complexes under some light intensities. However, our observation that closely related strains of a distinct *Rhodopseudomonas* clade have maintained multiple operons encoding LH complexes also suggests that each operon must be important for the fitness of the *Rhodopseudomonas* strains under some commonly encountered conditions. More work is needed to understand why the LH gene transcripts are so high under both HL and LL intensities, how the LH peptides assemble into a heterogeneous complex, and how the operons encoding the LH peptides are regulated if we are to fully understand the interplay of multiple types of LH complexes in the same organism.

## MATERIALS AND METHODS

### Bacterial strains and culture conditions.

For routine maintenance, *Rhodopseudomonas* strains were grown anaerobically in a defined mineral medium (PM) (22) supplemented with 20 mM acetate and 0.1% yeast extract in light at 30°C. Sealed culture tubes (17 ml) contained 10 ml medium, and the headspace was nitrogen gas. Cultures were initially grown anaerobically under high light intensity (30 µmol photons/m^2^/s) from a 60-W halogen light bulb (General Electric) and then diluted twice into PM medium without ammonium sulfate and supplemented with 20 mM acetate, Wolfe’s vitamins (23), and 10 µM vanadium chloride (nitrogen-fixing conditions). Vanadium chloride was added to allow growth of strains whose genes may encode only a nitrogenase that uses V as a cofactor. The cultures were then grown in the same medium under high light, low light (4 µmol photons/m^2^/s) from a 15-W halogen light bulb (General Electric), or extremely low light (<1 µmol photons/m^2^/s) from a 15-W halogen light bulb controlled by a dimmer switch. *Escherichia coli* S17-1 (24) was grown in Luria-Bertani (LB) medium at 37°C. Where appropriate, *R. palustris* was grown with gentamicin (Gm) at 100 µg/ml. *E. coli* cultures were supplemented with Gm at 20 µg/ml.

### Genome sequencing and RNA-seq analysis.

Genomic DNA was extracted using the Qiagen Genomic-tip 500/G kit and sequenced using paired-end sequencing with Illumina HiSeq 2000 (25). Sequence reads were assembled using Velvet version 1.1.07 (26). Fold coverage for sequenced genomes was 30× or greater. RNA-seq experiments and data analysis were carried out as described previously (27).

### Genetic manipulation of *R. palustris*.

In-frame deletions of *pucBAa* and *pucBAd* were created by PCR using the Phusion high-fidelity DNA polymerase (New England Biolabs) to amplify 1 kb of DNA upstream of the second codon in the coding region for each of these genes and 1 kb of DNA downstream of the stop codon for each of these genes. These fragments were then incorporated into PstI-digested (*pucBAa*) or NotI/PstI-digested (*pucBAd*) pJQ200SK suicide vector (28) using the in-Fusion PCR cloning system (Clontech). All plasmids were mobilized into *R. palustris* by conjugation with *E. coli* S17-1, and double-crossover events for deletions or allelic exchange were achieved using a previously described selection and screening strategy (29). All deletions were verified using PCR.

### Phylogenetic analysis of *pucA* and *pucB*.

Nucleotide sequences for *pucA* and *pucB* were collected from the Integrated Microbial Genomes database (https://img.jgi.doe.gov/cgi-bin/er/main.cgi). Because *pucB* homologs have a high sequence identity, they were categorized as *pucBa*, *pucBb*, *pucBc*, *pucBd*, and *pucBe* based on the *pucA* homolog contained in the same operon. The evolutionary history was inferred using the neighbor-joining method (30). The evolutionary distances were computed using the maximum composite likelihood method (31) and are in units of the number of base substitutions per site. All ambiguous positions were removed for each sequence pair. Evolutionary analyses were conducted in MEGA5 (32), and codons were aligned using MUSCLE (33). Bootstrap values are shown as percentages of 10,000 replicates. Phylogenetic trees were viewed and colored using Dendroscope (34). The amino acid alignments used to generate the phylogenetic trees are available from figshare at the following web address: http://figshare.com/articles/Marked_strain_to_strain_diversity_in_light_harvesting_antenna_complex_gene_composition_and_expression_in_photosynthetic_bacteria_affiliated_with_or_closely_related_to_Rhodopseudomonas_palustris/1597607.

### Spectrophotometric analyses.

All spectroscopy was carried out using a Beckman Coulter DU 800 spectrophotometer. Whole-cell absorption spectra of *R. palustris* were determined as described previously (3).

### Microarray data accession numbers.

The DNA sequence reads for assemblies of the genomes are available in the NCBI Short Read Archive under ID number SRP053284. Fully assembled and annotated genomes are available in the Integrated Microbial Genome database (https://img.jgi.doe.gov/cgi-bin/er/main.cgi). The Genomes Online Database (GOLD) analysis project IDs for each strain are as follows: strain 0001L, Ga0011343; strain 1a1, Ga0011382; strain AP1, Ga0011400; strain ATCC 17007, Ga0011373; strain BIS3, Ga0011374; strain CEA001, Ga0011372; strain DCP3, Ga0011383; DSM126, Ga0011344; strain DSM8283, Ga0011384; strain KD1, Ga0011330; strain NCIB8288, Ga0011345; strain RCH350, Ga0011355; strain RCH500, Ga0011356; strain RSP24, Ga0011420; strain TIE-1, Ga0030132; strain CGA009, Ga0030129; strain DX-1, Ga0030130; strain BisA53, Ga0030126; strain BisB18, Ga0030127; strain BisB5, Ga0030128. All transcriptomic data are available as raw sequencing reads deposited in NCBI Gene Expression Omnibus under the accession number GSE59544.

How the deposited data were processed for this re-analysis (not part of the article)

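The libraries analysed here came from 16 of the 20 strains, each with 2 replicates under HL, 2 under LL and 2 in non-nitrogen-fixing PM medium, and from strain CGA010, which the paper does not name, with the same conditions. Conditions were taken from the sample labels and the paper's methods. Libraries of DX-1, BisB5, BisB18 and BisA53 are not analysed here. For each genic and intergenic feature of a strain's genome, the authors deposited a read count without normalization and an rpkm value scaled to feature length and uniquely mapped reads. The divisor behind the rpkm was checked against the counts: reads outside rRNA features came to 0.948 to 1.01 times the divisor in the 14 strains whose files hold rRNA reads, and to 0.995 to 1.00 times the divisor in CGA009, CGA010 and TIE-1, whose rRNA features hold at most 0.5% of reads. The paper refers to an earlier paper for its RNA-seq procedure and names no aligner, counting program or test in its text.

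LH genes were taken from the loci of Table S1, 183 genes in the 16 strains, and their classes from Table 1 and Table S1. Values of features that encode rRNA were left out of all tests and of the normalization, a choice made after seeing that they hold up to 56.8% of a library's reads. Mean rpkm and SD were taken over the 2 replicates. The reads on genes other than rRNA ranged from 2162936 to 5334460 per library of the 16 strains. With 2 replicates the SD itself is imprecise, and *pucAd* in BIS3 and DCP3 rests on few reads. Reads of *pucAd* were also few in some other strains, at 14 and 12 under HL in 1a1, 25 and 16 under HL in NCIB8288 and 6 and 6 in PM in CEA001.

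Genes that differ between LL and HL were called with edgeR 4.0.16 in R 4.3.3 on the counts, by TMM normalization and the quasi-likelihood F test, at a Benjamini-Hochberg adjusted p of 0.05 within the strain. Each strain was fitted alone, since each has its own gene list, with the 6 libraries in one fit and no replicate block. Genes needed at least 10 reads in at least 2 of the 6 libraries. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. The procedure was tested on simulated data in which every gene had the common dispersion of CGA009. There it recovered 163 of 200 changed genes with 5 false calls, and called 0 genes when none was changed. Alternatives were DESeq2 1.42.0 on the counts, limma 3.58.1 on log2(rpkm + 1), no filter on low genes, LL and HL libraries alone, a replicate block, and leaving out each replicate of LL and HL in turn. Alternatives chosen after seeing the data were a crossed replicate block, which pairs replicate 1 of LL with replicate 2 of HL, the rRNA features kept in, and limma on rescaled rpkm. The response of CGA010 was compared with that of CGA009 through the interaction of strain and light in one edgeR fit of their 12 libraries.

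Comparisons over strains used one value per strain, except in the test of strain-to-strain variation, and were computed in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3. Ratios of LL to HL, PM to HL and LH2A to the other LH2 genes were tested with a two-sided sign-flip permutation test over all sign patterns. Strains without LH4 expression were compared with the others by a two-sided exact permutation test. The correlation of LH4 transcript level with doubling time was taken on rpkm. Correlations had permutation p values from 100000 resamples, or from all orderings for at most 7 strains. Strain-to-strain variation was tested by permuting strain labels over libraries with 100000 resamples and adjusted over the classes and light intensities. A pseudocount of 1 rpkm was used on the log2 scale. Alternatives were pseudocounts of 0.1 and 10, each replicate left out, rpkm rescaled to the reads on genes other than LH genes, which leaves reads on the stretches between genes out of the divisor as well, the β gene in place of the α gene, the geometric mean of replicates, and CGA009 and its relatives 0001L, ATCC17007 and CEA001 counted as one strain.

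The genes named were fixed by a rule: every LH gene of Table S1 and every gene of Table 3, the 3 genes outside the LH genes with the highest rpkm in CGA009 under HL and under LL, *nifH*, *nifD* and *nifK* as a check of the medium, and the 3 largest rises and 3 largest falls in LL among genes of CGA009 past the threshold and changed the same way in both replicates. The regulatory genes beside *pucBd* are named outside this rule, because the paper's statement is about them. Genes annotated with siderophore or rhizobactin were examined as a set after the largest falls were seen. Among the 3 largest falls, RPA2385 carries such an annotation, and RPA2379 and RPA2378 do not. As a check of the sample labels, the *nifH* gene with the most reads was lower in both PM libraries than in both HL libraries in 16 of 16 strains.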

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

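The tests of a mislabelled sample and of reads lost in proportion to library size for PM, of a few genes taking most of the counts for the pseudogene, of library batches for *pucBa*, and of counting error for DCP3 were chosen only after the result was seen, as was the relation of the regulator gene's rise to that of *pucBd*. How the tests of reads running over into the regulator gene and of LH genes left out before normalization are read was revised after their results were seen.

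PM libraries, which the paper does not report on, showed a signal of *pucAd* different from HL. The mean log2 ratio of PM to HL was -2.06 over 15 strains (two-sided sign-flip permutation test, p = 0.00061), with a median of -2.225, and the ratio was below 0 in 13 of 15 strains. Counting CGA009, 0001L, ATCC17007 and CEA001 as one strain gave a smaller drop. The mean was then -1.51 and the median -0.77 over 12 strains (two-sided sign-flip permutation test, p = 0.00488). Both PM libraries lay below both HL libraries in 11 strains and above them in 1, DCP3. Rescaling rpkm to the reads on genes other than LH genes left the mean at -2.10, so LH reads in the divisor do not account for it; other genes with many reads were not left out. A mislabelled medium is not in line with the *nifH* gene, which was lower in both PM libraries than in both HL libraries in 16 of 16 strains, at 7.5 to 45.6 rpkm in PM and 873 to 8252 rpkm in HL. The ratio of PM to HL gene reads was related to the ratio of *pucAd* over the 15 strains (Spearman's rho 0.65, permutation p = 0.0118; Pearson's r 0.55, permutation p = 0.0307; rho 0.58 over 13 strains without the 2 farthest from the median). The 2 strains with more gene reads in PM than in HL had a median log2 ratio of -0.02, and the 13 with fewer had -2.55. Fewer reads in PM do not account for drops of this size: gene reads in PM were 0.829 to 1.15 times those in HL, whereas *pucAd* reads were 0.011 times those in HL in CEA001, on 6 reads in each PM library, and 0.039 times in CGA009. In 10 of 15 strains *pucAd* reads fell by more than the gene reads did (exact binomial test given the gene totals, adjusted p under 0.05), a test that covers counting error alone. Why the size of the drop was related to the ratio of gene reads was not tested. In PM, *pucAd* was 6.4 to 65.2 rpkm in all 15 strains, so strains with low HL levels had little room to fall. The 5 strains below 50 rpkm in HL were 1a1, BIS3, DCP3, KD1 and NCIB8288, and none of them passed the binomial test. Both strains with more gene reads in PM, 1a1 and DCP3, are among them. The relation to gene reads was therefore not separated from the HL level. The light intensity of the PM cultures is not known, so light and medium cannot be separated.

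In DCP3 the log2 ratio of *pucAd* in PM to HL was 0.59, with both PM libraries above both HL libraries, whereas in 11 strains both lay below. This difference between strains was not tested. The values rest on 17 reads in PM and 10 reads in HL, and an exact binomial test given the gene totals had p = 0.249, so counting error at few reads could account for the higher level in DCP3.

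CGA010, a strain the paper does not name, showed the LL response of *pucAd*, with a log2 fold change of 6.98 in edgeR, past the threshold, and higher levels in both LL libraries than in both HL libraries. LH genes held 24.57% to 28.77% of the gene reads of CGA010 in LL and 12.06% to 13.89% in HL. A larger share in LL can only lower rpkm there, so LH reads in the divisor do not account for the rise. Rescaled rpkm in limma gave 6.88, which adds no test of this. Other genes with many reads were not left out. Of the 1100 genes called in CGA009 and tested in both strains, 1005 (91.4%) changed in the same direction in CGA010, which goes against swapped LL and HL labels. The interaction of strain and light passed the threshold for 0 genes, with 467 genes at an unadjusted p under 0.05. For *pucAd* the interaction was 1.79 on the log2 scale (unadjusted p = 0.00025, adjusted p = 0.405).

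The *pucAc* pseudogene of CGA009 (RPA3010), whose transcripts the paper does not report, rose in LL with a log2 fold change of 4.77 (standard error 0.22, adjusted p = 1.06e-08 from edgeR). With LH genes left out before normalization, the log2 fold change was 4.78. TMM already trims genes with extreme changes, so this value was nearly fixed in advance and cannot decide about a few genes taking most of the counts. LH genes held 21.18% and 19.76% of the gene reads in the LL libraries of CGA009, and 12.2% and 13.03% in HL. A larger share in LL lowers the rpkm of other genes, and the median rpkm over genes fell from 45.48 to 34.8. The pseudogene instead rose from 450.6 to 9812.1 rpkm, which argues against this explanation for its rise. The ratio of pseudogene reads to *pucBc* reads, 0.096 under LL and 0.119 under HL, changed by a factor of 1.23. A ratio this steady is what reads shared with or running over from *pucBc* would give, and also what one transcript over both would give, so the rise cannot be told apart from that explanation.

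In CGA009, 1097 genes outside the 11 LH genes of Table S1 differed between LL and HL. They include the *pucAc* pseudogene (RPA3010) and the regulator gene RPA3014 beside the LH4 operon. The paper gives no transcript level for either and reports on few genes outside the LH genes. With LH genes left out before normalization, 1064 of them (97.0%) were still called. As for the pseudogene, this was nearly fixed by the trimming in TMM and cannot decide about a few genes taking most of the counts. Such a shift moves the rpkm of all other genes the same way. With limma on rescaled rpkm, 243 genes of CGA009, LH genes included, were called higher in LL and 555 lower. This argues against such a shift as the cause of the calls as a set. How much it added to single calls was not tested. The largest gene total of the LL and HL libraries was 1.08 times the smallest, so library size does not account for the 1097 genes. The largest falls were those of RPA2379, with a log2 fold change of -8.75, RPA2378, with -8.01, and RPA2385, with -7.57.

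The LH2A β gene *pucBa* moved in opposite directions in closely related strains. In CGA009 both LL libraries lay below both HL libraries, with a log2 ratio of -0.89, and in 0001L, ATCC17007 and CEA001 both lay above, with log2 ratios of 0.51, 0.39 and 0.68. The difference between these strains was not tested. In edgeR the log2 fold change of CGA009 was -0.58 (adjusted p = 0.0529), and of the other three only that of CEA001, 1.27, passed the threshold (adjusted p = 0.0376). Rescaled rpkm gave -0.71 in CGA009, so LH reads in the divisor account for part of the fall at most; other genes with many reads were not left out. The files of CGA009, CGA010 and TIE-1 share an almost complete lack of rRNA reads, but 0 of the 2 other strains had a negative edgeR log2 fold change (1.07 in TIE-1, adjusted p = 0.11, and 0.41 in CGA010, adjusted p = 0.666). Neither passed the threshold, and in CGA010 the log2 ratio of rpkm was 0.03, so this is weak evidence against a difference between library batches. The interaction of CGA009 and CGA010 for *pucBa* was 1.00 on the log2 scale (unadjusted p = 0.0819, adjusted p = 0.579). A mislabelled sample was not tested for this gene, and no biological explanation was tested.

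The response regulator gene beside *pucBd* rose in LL in 13 of the 13 strains that express LH4 and did not in BIS3 and DCP3, and the log2 fold changes differed between these groups (two-sided exact permutation test, p = 0.00952, the smallest of 105 splits). Among the 13 strains the log2 fold change did not depend on the listing order of the operon (exact permutation test, p = 0.648). The gene's reads per *pucBd* read changed between HL and LL by a median factor of 13.9, but this cannot decide whether reads run over from the LH4 operon, since reads of the gene itself in HL make the share fall as *pucBd* rises. The rise of the gene from HL to LL was 0.027% to 0.466% of the rise of *pucBd* in rpkm, and did not go with it over the 13 strains (Spearman's rho -0.03, permutation p = 0.936; Pearson's r -0.3, permutation p = 0.324; rho 0.01 over 11 strains without CGA009 and AP1, the farthest from the median). This goes against reads running over in a constant share of *pucBd* only. The genes farther on did not settle it: the mean of the next gene, in the place of *phyB1*, was higher in LL in 10 of these 13 strains and not in AP1, CEA001 or CGA009, and that of the feature in the place of *phyB2* in 13, as well as in BIS3, at 184.9 rpkm in LL and 119.2 rpkm in HL. Run-over was therefore not excluded, and the rise, and its absence in BIS3 and DCP3, where *pucBd* stayed low, remain without a tested explanation. In DCP3 the HL value was 35.1 ± 27.4 rpkm (SD, n = 2) and the log2 fold change of 0.09 in edgeR was -0.33 in limma on log2(rpkm + 1).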

How the results depend on the processing

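The crossed replicate block, the rRNA features kept in, limma on rescaled rpkm, the split by listing order and the β gene in the test of strain-to-strain variation were chosen only after the data were seen; the other alternatives were set before the data were examined.

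The results on which the claims rest were compared with other settings in 113 comparisons, of which 100 kept the direction and the side of the threshold, a value within the spread between replicates, or a number of strains or genes within 1.5 times. Among these 100, *pucAd* was called in 14 strains in place of 13 with limma, *pucAc* in 10 in place of 11 with LL and HL libraries alone, and strain-to-strain variation passed the threshold in 9 of 10 combinations in place of 10 with rescaled rpkm. Leaving out a replicate changed 3 of 54 comparisons. For the numbers called with edgeR, no call was made without a replicate: only the direction of genes already called was followed, which is nearly fixed in advance, so these comparisons do not show how stable the calls are. The rise of *pucAd* in LL was called in 13 strains with DESeq2 and with every edgeR setting in which calls were made, and in 14 with limma on log2(rpkm + 1), rescaled or not; its mean log2 ratio over strains stayed between 5.51 and 6.01. With a replicate block, *pucAd* was called in 13 strains and *pucAc* in 11, 1104 genes were called in CGA009, and the median over strains was 698.5 genes. Some single strains moved more, in both directions. The number of genes called went from 271 to 487 in 0001L, from 176 to 300 in AP1 and from 774 to 414 in DCP3. Whether replicates with the same number belong together is not known: libraries with the same number in LL and HL had residual correlations from -0.33 in CGA010 to 0.48 in 0001L, and a crossed block gave 1046 genes in CGA009 and a median of 725.5.

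For the LH4 transcript level and doubling time, the correlation was 0.744 when CGA009, 0001L, ATCC17007 and CEA001 counted as one strain, past the threshold. CGA009, the strain kept, was highest of those left in both transcript level and doubling time. The difference in doubling time of strains without LH4 expression reversed to -0.057 for the ratio of LL to HL doubling time, where neither value passed the threshold. The difference in LH2A transcript level passed the threshold on the linear rpkm scale, at 28058.9 rpkm, and without BIS3, the strain with the lowest level, at 1.47 on the log2 scale. For these 4 changes the cause was not tested.

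Rescaling rpkm to the reads on genes other than LH genes moved the median share of genes between 50 and 250 rpkm to 39.28% under HL and 36.8% under LL, the median HL level of *pucAd* to 244.79 rpkm and of *pucAc* to 57.76 rpkm, and the LL level of *pucAd* to 55.21 rpkm in BIS3 and 24.82 rpkm in DCP3. Rescaling raises every rpkm of a library by the share of reads it removes, which are those on LH genes and those on the stretches between genes. Leaving out a replicate gave shares from 32.43% to 32.61% under HL and from 27.04% to 27.43% under LL, and medians of *pucAc* under HL from 37.48 to 41.12 rpkm. Counting genes above 0 rpkm alone gave a share of 32.88% under HL. The median number of genes called per strain was 1412.5 with limma on log2(rpkm + 1), and 9 genes differed in their LL response between CGA009 and CGA010 with DESeq2 (365 at an unadjusted p under 0.05), against 0 with edgeR (467 at an unadjusted p under 0.05). With each replicate left out, the interaction was not computed as a call, since an arm is left with 1 library. The cause of the change with DESeq2 was not tested.

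Among single genes, leaving out a replicate moved 25 of 342 comparisons. The other settings gave 676 comparisons, of which 619 were unchanged, 29 moved, 13 became weaker, 12 became stronger and 3 reversed. The reversals were *dnaA* of CGA009 with DESeq2, at a log2 fold change of 0.001, *nifH2* (RPA2615) of CGA009 with limma, at -0.133, and the response regulator gene RPDCP3_01237 of DCP3 with limma, at -0.325. None of these passed the threshold under either setting, and the cause was not tested. The values of *pucAd* in BIS3 and DCP3 rest on 5 to 27 reads per library.

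In the simulated data, edgeR recovered 163 of 200 changed genes, and 100% of those changed 4-fold. Every simulated gene had the common dispersion of CGA009, 0.0211, against 0.078 in DSM8283. The simulation therefore does not measure recovery in DSM8283, or with dispersions that differ between genes. DSM8283, with 36 genes called, had 849 at an unadjusted p under 0.05, and with LL and HL libraries alone 0 genes were called in it, with 796 at an unadjusted p under 0.05.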

Differences from the paper's values

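Of the 28 values of Table 3, 14 differed from the mean rpkm of the 2 replicates by more than their SD and by a factor above 1.5. For *pucBc* under LL the value was 130470 rpkm against the paper's 279889; with rpkm rescaled to the reads on genes other than LH genes it was 229110 rpkm and no longer differed. For *pucBd* the values were 253364 rpkm under LL and 8706 rpkm under HL against the paper's 156693 and 2996. For *pucAd* under HL the value was 1429 rpkm against the paper's 656. For *pufM* under HL it was 3112 rpkm against the paper's 1962, a difference that closed without replicate 2. For *pucAe* under HL it was 2717 rpkm against the paper's 4125; rescaled, it was 4214 rpkm and no longer differed. For *pucAb* under HL the value was 4698 rpkm against the paper's 2891. For *pucBe* the values were 5099 rpkm under LL and 7689 rpkm under HL against the paper's 1662 and 2445. For *pucBb* they were 5803 rpkm under LL and 8799 rpkm under HL against the paper's 1033 and 1389. For *dnaA* they were 92.9 rpkm under LL and 116.3 rpkm under HL against the paper's 290 and 307. For *rpoD* under HL the value was 173.4 rpkm against the paper's 310; rescaled, it was 268.9 rpkm and no longer differed. Apart from these 4, none of the differences closed under an alternative set before the data were examined: each replicate left out, rescaled rpkm and the geometric mean of replicates. Rescaling also takes the reads between genes out of the divisor, so the 3 values that it brought near the paper's do not point to the LH genes alone. Under rescaling 17 of the 28 values differed, without replicate 1 15, without replicate 2 13 and with the geometric mean 14.

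The 366 values of Table S1 for the 16 strains did not differ: the ratio of the mean rpkm to the paper's value was 0.981 to 1.014.

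The paper states that most genes lie in the range between 50 and 250 rpkm at both light intensities. Here the median share of genes in this range was 32.7% under HL and 27.0% under LL. For *dnaA* and *rpoD* the paper's values are higher than those found here, so its range may be on another scale. How far this accounts for the difference was not tested. Table 3 has *pucBc* highest in CGA009 under LL; from the files *pucBd* was highest. The paper states that the LH genes are the most highly expressed genes of each strain; 2 or 3 LH genes under HL and 3 to 6 under LL lay above every other gene. The paper states that strains without LH4 expression tended to have more LH2A expression. Under LL, BIS3 had the lowest LH2A α level of the 16 strains, at 11958 rpkm. DSM8283, at 88402 rpkm, and DCP3, at 73806 rpkm, had the 2 highest. BIS3 was also lowest under HL, at 5646 rpkm, so its level rose in LL.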

Other observations

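The tests of the ratio of α to β genes were chosen only after the result was seen.

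The rpkm of the α gene divided by that of the β gene of an operon differed between strains. For LH4 under LL it was 0.139 to 0.199 in the 7 strains that list the α gene before the β gene and 0.063 to 0.094 in the 6 that list it after (exact permutation test, p = 0.00058). For LH3 under LL the ranges were 0.344 to 0.417 and 0.046 to 0.066 (exact permutation test, p = 0.00794), and for LH1 under LL they were 0.294 to 0.376 and 0.402 to 0.563 (exact permutation test, p = 8.7e-05). For LH2A under LL they were 0.05 to 0.132 and 0.037 to 0.05 (exact permutation test, p = 0.00162). For LH2B and LH2E under LL the ranges overlapped (exact permutation test, p = 0.316 and p = 0.786). A strain variant against the reference is not in line with the 4 strains of the CGA009 group, whose LH4 ratios differed by a factor of 2.8 and split by listing order. The level of reads on the stretch beside the β gene also followed listing order: in 4 of 4 classes (LH2A, LH2B, LH2E and LH1) the median share was higher when the stretch is listed before the gene, although for LH2A the medians of 28.8% and 24.7% did not differ detectably (exact permutation test, p = 0.208). The median was also higher for LH4, at 36.1% against 30.7% (exact permutation test, p = 0.0146), and for LH3, where the pattern had been seen, at 21.8% against 0.11% (exact permutation test, p = 0.00794). For LH1 the ratio was lower in strains that list the α gene first, opposite to LH4, LH3 and LH2A, so one effect of direction alone would not give both. Counting of reads that depends on the direction of the operon may underlie part of the variation of single genes between strains, but this was not settled. For LH2A α under LL, the lower rank of DSM8283 and DCP3 among strains with the same listing order was 2. This rank was fixed by their ranks over all strains and cannot decide whether counting by direction raised their level. Strains that list the α gene first held ranks 1 to 9. The others with this order ranged from 25163 to 43409 rpkm, so direction alone does not account for the height of DSM8283, at 88402 rpkm, and DCP3, at 73806 rpkm, above them.

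With limma on log2(rpkm + 1), 8.19 genes were called lower per gene called higher in LL (median over 16 strains), and more genes were lower in 16 of 16 strains. With rescaled rpkm the ratio was 2.85, again with more genes lower in 16 of 16 strains, and with edgeR on the counts it was 1.0. Rescaling removes the reads on LH genes and on the stretches between genes from the divisor and leaves other genes with many reads in it, so the remaining excess does not settle how much of it comes from a few genes taking most of the counts.

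The number of genes called per strain was related to the spread between replicates (Spearman's rho -0.69, permutation p = 0.00358) and not detectably to library size (rho 0.32, permutation p = 0.226). The edgeR test itself uses replicate spread, so its relation to the number called was partly fixed in advance and is not independent support. Differences between strains in this number may still reflect replicate spread.

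Genes annotated with siderophore or rhizobactin fell in LL in CGA009, with a median log2 fold change of -1.58 over 24 genes, 14 of them called lower and 1 higher. The median was below 0 in 15 of the 15 other strains of the paper, with a mean of -1.55 (two-sided sign-flip permutation test, p = 6.1e-05, the smallest this test can give), which goes against the cultures of a single strain as the cause. With LH genes left out before normalization the median in CGA009 was -1.56. TMM, by trimming genes with extreme changes, nearly fixes this value in advance, so it cannot decide about a few genes taking most of the counts. TMM also holds the median over all genes near 0, at -0.01 in CGA009, so that value alone cannot show whether such a shift occurred. A shift would, however, move this set as much as all other genes, whereas the set lay at -1.58. In the 15 other strains the median over all genes lay between -0.03 and 0.0, and that of this set between -2.55 and -0.84. The distance of this set from the other genes argues against such a shift as the cause for these genes as a set. Iron in the cultures was not measured.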
